# Inhibition of the miR-155 target NIAM phenocopies the growth promoting effect of miR-155 in B-cell lymphoma

**DOI:** 10.18632/oncotarget.6165

**Published:** 2015-10-19

**Authors:** Izabella Slezak-Prochazka, Joost Kluiver, Debora de Jong, Katarzyna Smigielska-Czepiel, Gertrud Kortman, Melanie Winkle, Bea Rutgers, Jasper Koerts, Lydia Visser, Arjan Diepstra, Bart-Jan Kroesen, Anke van den Berg

**Keywords:** B-cell lymphoma, NIAM, Ago2-IP, miR-155, TBRG1

## Abstract

Several studies have indicated an important role for miR-155 in the pathogenesis of B-cell lymphoma. Highly elevated levels of miR-155 were indeed observed in most B-cell lymphomas with the exception of Burkitt lymphoma (BL). However, the molecular mechanisms that underlie the oncogenic role of miR-155 in B-cell lymphoma are not well understood. To identify the miR-155 targets relevant for B-cell lymphoma, we performed RNA immunoprecipitation of Argonaute 2 in Hodgkin lymphoma (HL) cells upon miR-155 inhibition and in BL cells upon ectopic expression of miR-155. We identified 54 miR-155-specific target genes in BL cells and confirmed miR-155 targeting of *DET1*, *NIAM*, *TRIM32*, *HOMEZ*, *PSIP1* and *JARID2*. Five of these targets are also regulated by endogenous miR-155 in HL cells. Both overexpression of miR-155 and inhibition of expression of the novel miR-155 target gene *NIAM* increased proliferation of BL cells. In primary B-cell lymphoma NIAM-positive cases have significant lower levels of miR-155 as compared to NIAM-negative cases, suggesting that NIAM is also regulated by miR-155 in primary B-cell lymphoma. Thus, our data indicate an oncogenic role for miR-155 in B-cell lymphoma which involves targeting the tumor suppressor NIAM.

## INTRODUCTION

MiRNAs are short (21-23 nucleotides) non-coding RNA molecules that mediate posttranscriptional silencing of their target genes [1]. MiRNA-dependent expression regulation is crucial in cellular processes including cell cycle, apoptosis and proliferation. Deregulated miRNA levels have been observed in various hematological malignancies, including B-cell lymphomas [2].

MiR-155 is one of the most frequently studied miRNAs in normal and malignant B-cells. Studies in mice revealed an important regulatory role of miR-155 in diverse aspects of the immune response including B-cell development. Most germinal center (GC) B cells express the primary transcript of miR-155, *BIC / MIR155HG*, and harbor high levels of the mature miR-155 in the course of the GC response [3]. Several studies implicate an important role for miR-155 in the pathogenesis of B-cell leukemia and lymphoma. *O*verexpression of miR-155 driven by the B-cell-specific E&micro;-enhancer induced pre-B-cell lymphoma in miR-155 transgenic mice [4]. In a similar study induction of miR-155 in murine lymphoid tissues caused a clonal, transplantable pre-B-cell malignancy that was dependent on miR-155 expression [5]. In human, high miR-155 levels were observed in GC B cell-derived lymphomas like Hodgkin lymphoma (HL), chronic lymphocytic leukemia, primary mediastinal B-cell *lymphoma* and diffuse large B-cell lymphoma [6-8]. In contrast, Burkitt lymphoma (BL) is characterized by very low miR-155 levels [9]. Over the past few years several miR-155 target genes involved in functioning of normal hematopoietic cells have been identified [10-12]. However, it is largely unknown which target genes are involved in the pathogenesis of B-cell lymphoma.

To identify miR-155 target genes relevant for the pathogenesis of B-cell lymphoma we performed Ago2-immunoprecipitation in B-cell lymphomas with high and low miR-155 expression levels. Next, we tested which of the identified targets were involved in the oncogenic effect of miR-155 overexpression and showed that downregulation of NIAM reproduced the enhanced growth phenotype of miR-155 overexpression. Finally, we show that miR-155 levels are in general high in NIAM-negative B-cell lymphomas and vice versa, supporting a role for miR-155 mediated downregulation of NIAM in the pathogenesis of B-cell lymphoma.

## RESULTS

### Unbiased genome-wide identification of miR-155 target genes in B-cell lymphoma

To determine the target genes of miR-155 in B-cell lymphoma we performed Ago2-RIP-Chip following two strategies. 

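The Ago2-RIP-Chip data of the ST486 cells were re-analysed from the array intensities that the authors deposited, and the arrays of the HL cell lines were not analysed here. ST486 is a cell line established from Burkitt lymphoma (BL). The cells carried either the miR-155 overexpression construct (miR-155-ST486) or the empty vector (EV-ST486). RNA was taken from the whole lysate, the total (T) fraction, and from the material pulled down with an antibody against Ago2, the protein that holds miRNAs on their target transcripts, the immunoprecipitated (IP) fraction. Each of the 4 RNA samples was labelled with Cy3 and with Cy5. The IP and total RNA of the same cells were hybridized together to 2-colour whole genome arrays from Agilent in both dye orientations, which gives 4 arrays and 8 channels. The labellings of an RNA sample are technical repeats. Each condition therefore has n = 1, no test between EV-ST486 and miR-155-ST486 cells can be made, and the difference between the dye orientations shows only the error of labelling and hybridization. The small number of arrays limits the precision of every value. The 8 deposited channel files hold each array under both of its channels with identical content, and each array was counted once. The arrays lie on 2 slides, and 0 slides hold arrays of both vectors, so a difference between slides and a difference between vectors cannot be told apart, whereas the IP and total fractions of one vector share their arrays.
The deposited intensities had been background-subtracted and dye-normalized within each array by Feature Extraction 10.5.1.1. Of 41000 probes, those well above background with a positive and significant signal in the EV total fraction numbered 22161 in Cy3 and 14920 in Cy5. In the EV IP fraction they numbered 19189 in Cy3 and 14094 in Cy5. In the miR-155 total fraction 21325 probes were detected in Cy3 and 19684 in Cy5, and in the miR-155 IP fraction 20476 in Cy3 and 15150 in Cy5. In every channel 0 probes were saturated. From there the methods of the paper were followed. Signals below 1 were set to 1, log2 values were quantile-normalized over the 8 channels, and the 19469 probes detected in at least 4 of the 8 channels were retained. Of these, 3940 differed by more than 2-fold between the Cy3 and Cy5 labelling of a sample and were removed, which left 15529 probes. The IP/T ratio was taken between the means of the 2 labellings, and the miR-155/EV ratio is the IP/T ratio of miR-155-ST486 cells over that of EV-ST486 cells. Between the dye orientations, log2 IP/T ratios correlated across probes with r = 0.82 in EV-ST486 and r = 0.91 in miR-155-ST486 cells, and log2 miR-155/EV ratios with r = 0.32. Probes are not independent replicates. The background correction and both filters act mostly on dim probes and could change the numbers that follow.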

On one hand we stably overexpressed miR-155 in a BL cell line (ST486) known to have low miR-155 levels. On the other hand we inhibited miR-155 with a miRNA-155 sponge construct in 2 HL cell lines (KM-H2 and L1236), both known to have high miR-155 levels. Overexpression of miR-155 in ST486 cells was confirmed by qRT-PCR and revealed a ∼500 fold increase in miR-155 levels (Suppl. Fig. S1A). These levels are comparable to the endogenous miR-155 levels observed in HL cell lines KM-H2 and L1236. Efficiency of the IP procedure was confirmed by Western blot and miRNA qRT-PCR (Suppl. Fig. S1B-S1D).

We defined the miRNA targetome as all transcripts that were ≥ 2-fold enriched in the immunoprecipitated (IP) fraction compared to the total (T) fraction (IP fold enrichment, IP/T ratio ≥ 2). 

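In EV-ST486 cells 1873 probes (12.1% of the 15529 probes kept) had an IP/T ratio of at least 2, 668 (4.30%) had a ratio of at least 4 and 240 (1.55%) a ratio of at least 8. In miR-155-ST486 cells the corresponding numbers were 1888 probes (12.2%), 707 probes (4.55%) and 227 probes (1.46%). With the arrays of a single dye orientation, between 1942 and 2091 probes reached an IP/T ratio of 2 in EV-ST486 and between 1863 and 2060 in miR-155-ST486 cells, so the vectors differed by less than the dye orientations did. The log2 IP/T ratios of EV-ST486 and miR-155-ST486 cells correlated across probes with r = 0.93. In the authors' deposited normalized values, which cover 14453 probes, 1795 probes reached an IP/T ratio of 2 in EV-ST486 and 1824 in miR-155-ST486 cells. The numbers moved most when the background was corrected with the normexp model and the arrays were normalized with loess, where 147 probes in EV-ST486 and 426 probes in miR-155-ST486 cells reached a ratio of 2. The fit of this model includes 19 spots with a local background above 500. In 4 normexp settings chosen after seeing the data, in which these backgrounds were set to the median of their channel, between 884 and 1524 probes in EV-ST486 and between 1145 and 1811 in miR-155-ST486 cells reached it. KM-H2 and L1236 cells were not analysed here.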

The number of Ago2-IP-enriched probes was similar in all three cell lines, ranging between 12.5%-17.7% of the consistently-expressed probes (Suppl. Table S1). To identify the miR-155-specific targets in ST486 cells we determined which probes had an IP/T ratio of ≥ 2-fold in miR-155-transduced cells and showed an at least 2-fold lower IP/T ratio in EV-transduced cells. In total 64 probes (3.5% of all IP enriched probes) detecting 54 different genes fulfilled these criteria (3 probes did not correspond to any known gene, Suppl. Table S2). 

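With these thresholds applied to the 15529 probes kept, 68 probes were found, which is 3.60% of the IP-enriched probes of miR-155-ST486 cells. They detected 58 genes with a symbol, and 6 of the probes had no symbol. Of the 54 probes of Table S2, 53 were among them. The probe of VAMP3 had a miR-155/EV ratio of 2.54 but was removed because its 2 EV total labellings differed by just over 2-fold. Among these 68 probes, the highest miR-155/EV ratios outside Table S2 were those of a second TRIM32 probe (4.52), ENST00000380676 (2.95), a second HOMEZ probe (2.86) and a second TBC1D14 probe (2.78), apart from HEATR5B, which ranks among them but was detected in 0 of the 2 labellings of the EV IP fraction, so that its ratio is not given. ENST00000380676 was detected in 4 of the 8 channels. As a measure of error, the same thresholds were applied with EV and miR-155 exchanged, that is, an IP/T ratio of at least 2 in EV-ST486 cells and an at least 2-fold lower ratio in miR-155-ST486 cells, which 27 probes met. A ratio of at least 2 in each dye orientation was reached by 46 of the 68 probes and by 5 of the 27 mirror-image probes. Among probes detected in all 8 channels, 48 probes met the thresholds and 0 met the mirror image. All 27 mirror-image probes, but 17 of the 68, were undetected in the Cy5 labelling of the EV total fraction. Requiring detection there removes each of the 27, so the 0 is no separate measure of error. With the normexp background correction 10 probes met the thresholds and 0 met the mirror image, and with normexp and loess the numbers were 36 and 1. In the 4 normexp settings with high local backgrounds replaced, chosen after seeing the data, between 26 and 100 probes met the thresholds and between 1 and 11 the mirror image. Without the filter on dye differences 105 probes met the thresholds and 370 met the mirror image, and in the arrays with IP RNA in Cy3 alone the numbers were 101 and 135. The paper takes the genes of the probes that meet these thresholds as miR-155-specific targets.

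**Figure D1:**
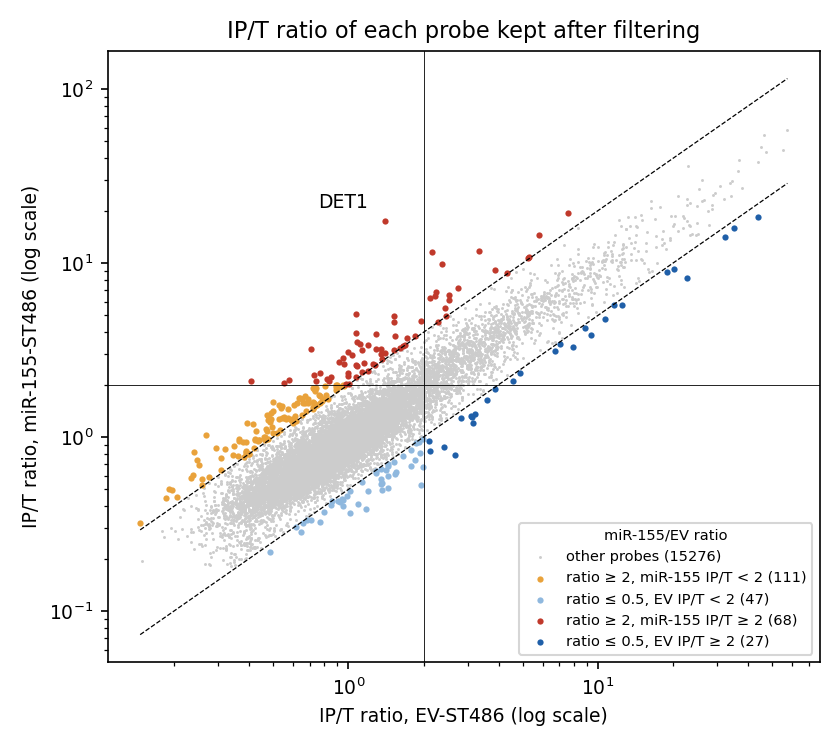
IP/T ratio of each probe in EV-ST486 (x axis) and miR-155-ST486 cells (y axis), both on log scales, mean of the 2 labellings. Each point is a probe, colours mark the 4 sets in the legend with their number of probes, dashed lines mark a 2-fold difference between the cells and solid lines an IP/T ratio of 2. The 68 probes past both thresholds lie at the upper side of the cloud and the 27 mirror-image probes at its lower side.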

Similar analyses were performed for the two HL cell lines, i.e. probes with a ≥ 2-fold IP enrichment in EV-transduced cells and an at least 2-fold lower IP enrichment in miR-155 sponge-transduced cells. This revealed only 19 (0.5% of all IP probes) and 6 (0.3% of all IP probes) probes that fulfill these criteria in KM-H2 and L1236 cells, respectively (data not shown).

Next, we performed gene set enrichment analysis (GSEA) to determine whether specific gene sets were enriched in the IP fractions. We noted that 40-75% of the 20 most enriched gene sets corresponded to miRNA binding site motif gene sets, indicating an efficient enrichment of miRNA target genes in all IP fractions. As a result of the overexpression of miR-155 in ST486 cells, the rank of the miR-155-binding site motif gene set was increased from 46^th^ in EV-ST486 to 13^th^ in miR-155-ST486 cells (Figure 1A) (Suppl. Table S3). In HL cells, the EV-transduced lines already showed clear enrichment of miR-155 target genes in the IP fraction (Figure 1A). However, the ranking of the miR-155-binding site motif set did not decrease clearly in KM-H2 (rank 25^th^ to rank 24^th^) or L1236 (rank 8^th^ to rank 9^th^) cells upon overexpression of the miR-155 sponge (Suppl. Tables S4, S5). Thus, GSEA shows that in ST486 cells miR-155 targets are enriched in the Ago2-IP fraction upon miR-155 overexpression, whereas HL cells do not show a clear depletion of miR-155 targets upon miR-155 inhibition. The GSEA results for the HL cell lines, as well as the more limited number of putative specific miR-155 targets, suggested that the miR-155 sponge did not effectively sequester all miR-155 molecules, probably because of the very high endogenous miR-155 expression levels in KM-H2 and L1236 cells (Fig. S1A).

**Figure 1:**
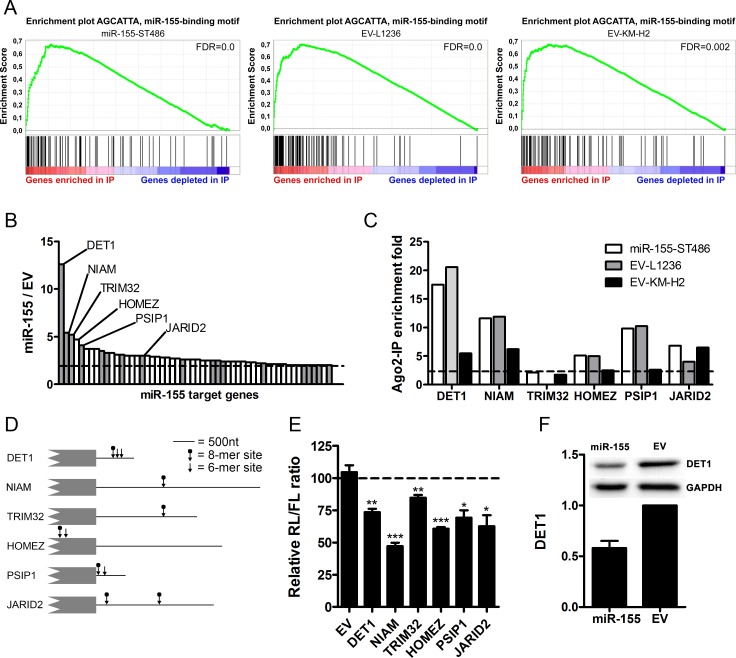
Identification of miR-155 target genes using Ago2-immunoprecipitation **A**. Gene set enrichment plot of the miR-155-binding site motif comparing the Ago2-IP fraction to the total fraction shows strong enrichment of miR-155 target genes in the IP fractions of miR-155-ST486, EV-L1236 and EV-KM-H2 cells. **B**. Overview of the 54 genes that were enriched more prominently in the Ago2-IP fraction of miR-155-ST486 cells compared to that of EV-ST486 cells. The names of the 6 genes selected for further analysis are indicated. Grey bars indicate genes that are predicted miR-155 targets according to TargetScan. The dashed line indicates the cutoff of 2-fold higher enrichment in the Ago2-IP fraction of miR-155-ST486 compared to EV-ST486 cells. The total list of genes is shown in Table S2. **C**. Five of the six selected genes are also enriched in the Ago2-IP fraction of HL cells. Shown are the IP/T (immunoprecipitated fraction/total fraction) ratios of the six selected miR-155 target genes. Five of these genes, *DET1, NIAM, HOMEZ, PSIP1* and *JARID2* also show IP/T>2 in EV-L1236 and EV-KM-H2 cells. *TRIM32* is not expressed in L1236 and 1.75 fold enriched in EV-KM-H2 cells. **D**. Schematic overview of 3′UTR or CDS (*HOMEZ*) regions with the positions of the predicted miR-155 binding sites indicated by the arrows (6-mer and 8-mer sites). For *NIAM* and *PSIP1*, the 3′UTR of the isoforms containing the miR-155 binding sites are shown (ENST00000441174 and NM_021144, respectively). **E**. All 6 selected genes, but not the EV control, are targeted by miR-155 in luciferase reporter assay. For each construct, the Renilla/Firefly luciferase (RL/FL) ratio upon co-transfection with the miR-155 precursor is shown relative to a negative control co-transfection that was set to 100%. P-values were calculated with an unpaired t-test (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001). **F**. DET1 protein level was decreased in miR-155-ST486 compared to EV-ST486 cells. Western blot for DET1 relative to GAPDH, EV-ST486 was set as 1, the average of 2 experiments is shown.

Analysis of the IP/T ratios of the 54 ST486 miR-155 target genes in the HL cell lines, revealed enrichment for 45 out of 53 (85%) and 25 out of 43 (58%) target genes in EV-transduced L1236 and KM-H2 cells respectively, indicating that these targets are regulated by one or more miRNAs in the wild type HL cell lines (Suppl. Fig. S2). The other ST486 miR-155 targets were either not expressed in L1236 and KM-H2 cells (1 and 11), more mildly enriched (1.5 ≤ IP/T ≤ 2 for 3 and 10) or not enriched (IP/T ≤ 1.5 for 5 and 8).

The enrichment of miR-155 targets in miR-155-ST486 compared to EV-ST486 cells ranged from 2.0 to 12.6 fold (Figure 1B). 

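The 53 genes of Table S2 whose probes were kept had a median miR-155/EV ratio of 2.59 and a mean of 2.95. The ratios lay between 2.01 for LNX2, followed by MFSD5 at 2.02, and 12.6 for DET1. A ratio of at least 3 was found for 17 genes and of at least 4 for 5 genes. The median IP/T ratio of the genes was 1.36 in EV-ST486 and 3.44 in miR-155-ST486 cells, and 15 of the genes already had an IP/T ratio of at least 2 in EV-ST486 cells. In the arrays with total RNA in Cy3 the median miR-155/EV ratio was 2.61, and in those with IP RNA in Cy3 it was 2.52. All 53 genes had a ratio above 1 in both dye orientations, and 39 had a ratio of at least 2 in both. LNX2 reached 1.75 in one orientation and 2.32 in the other, and MFSD5 reached 2.07 and 1.96. Of the 53 probes, 43 were detected in all 8 channels. Among 10000 random lists of 53 probes matched on mean signal, the median log2 miR-155/EV ratio lay between -0.11 and 0.07 (2.5th and 97.5th percentile), below the 1.37 of the Table S2 genes, which is a description of these samples since the genes were chosen on them. With the normexp background correction the median ratio of the genes was 1.45, and 8 of them had a ratio of at least 2, the largest change under any setting. With high local backgrounds replaced, in 4 normexp settings chosen after seeing the data, the median lay between 2.02 and 2.63, and between 27 and 45 genes had a ratio of at least 2. Other probes of a gene were searched for by RefSeq symbol, which some probes of Table S2 lack. The probe of DPY19L1 is one of these, and another kept probe with its accession had a ratio of 2.18. By symbol, another probe was kept as well for 21 of the genes. In 10 of them at least one other probe also had a ratio of at least 2, in 7 another probe was below 1.5, and in PSIP1 and MAX another probe was below 1. In both genes the arrays assign that probe to another transcript than the probe of Table S2.

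**Figure D2:**
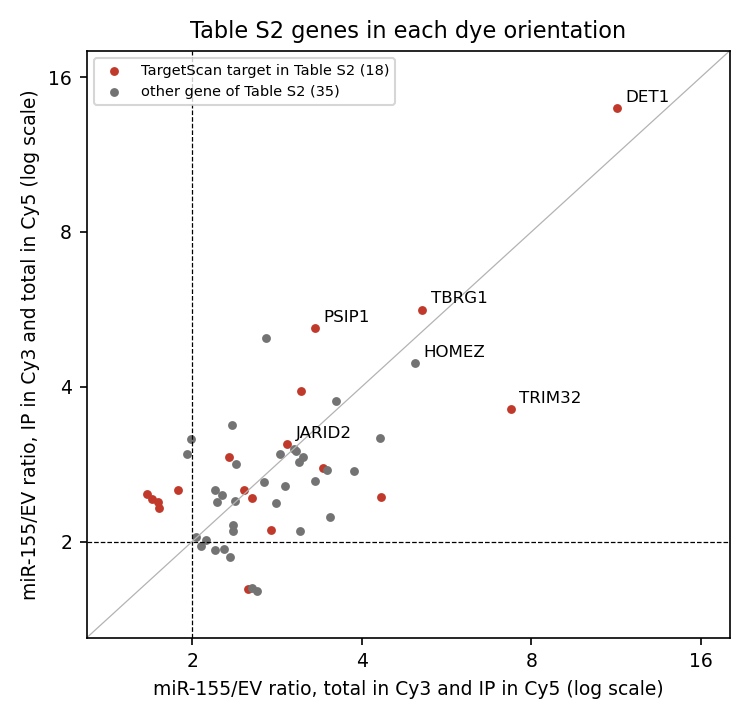
miR-155/EV ratio of the 53 genes in the arrays with total RNA in Cy3 (x axis) and in the arrays with IP RNA in Cy3 (y axis), both on log scales. Each point is a gene, red for the 18 TargetScan targets and grey for the other 35; dashed lines mark a ratio of 2 and the grey line equal ratios. The 39 genes in the upper right quadrant reached a ratio of 2 in both orientations.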

*In silico* validation indicated that 26 out of 54 genes (48%) contained an 8-mer (AGCATTAA) and 43 genes (80%) a 6-mer (GCATTA) miR-155 binding site in their 3′UTRs (Suppl. Table S2). Moreover, 33% (18 out of 54) of the identified genes were predicted to be miR-155 targets by TargetScan [13]. This is a significant increase as compared to the 1.7% predicted miR-155 targets among all expressed genes (*p* < 0.0001, Chi-square test). Thus, we identified 54 miR-155 target genes by overexpression of miR-155 of which the vast majority was also targeted by miRNAs in B-cell lymphoma cell lines with high endogenous levels of miR-155.

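The binding sites and TargetScan predictions were taken from Table S2, because 3′UTR sequences were not used here, and the array values of the genes were compared along them. The 18 TargetScan targets had a median miR-155/EV ratio of 2.55 and the other 35 genes one of 2.59. The means were 3.47 and 2.69, the former including DET1 with 12.6. The 26 genes with an 8-mer had a median ratio of 2.88, against 2.51 in the 27 genes without. For the 6-mer the medians were 2.60 in 42 genes and 2.51 in the 11 genes without. The gene whose probe was removed, VAMP3, carries a 6-mer and no 8-mer and is no TargetScan target. In each of these subsets every ratio was above 1 in both dye orientations. A ratio of at least 2 in both orientations was found for 12 of the 18 TargetScan targets and 27 of the other 35 genes, for 21 of the 26 genes with an 8-mer and 18 of the 27 without, and for 31 of the 42 genes with a 6-mer and 8 of the 11 without. With n = 1 per condition these differences between subsets were not tested. All of the genes were picked for a ratio of at least 2, so the subsets cannot show whether genes with a predicted site rose more. Of the 5 genes with a ratio of at least 4, 4 were TargetScan targets and 4 had an 8-mer. The 8-mers and 6-mers counted here are those in the 3′UTR. HOMEZ, the remaining gene, therefore counts as without either, while the paper predicts its miR-155 binding sites in the coding sequence.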

### Validation of miR-155 target genes

We selected six genes identified by Ago2-RIP-Chip in ST486 cells for validation, i.e. one known miR-155 target gene, Jumonji AT rich interactive domain 2 *(JARID2)*, and the five genes with the highest Ago2-IP enrichment upon miR-155 overexpression (>4-fold, Figure 1B, Suppl. Table S2), i.e. De-Etiolated-1 homolog *(DET1)*, Nuclear Interactor of ARF and Mdm2 *(NIAM,* the protein-coding transcript splice variant of the *TBRG1* locus*)*, Tripartite motif-32 *(TRIM32)*, Homeobox leucine zipper *(HOMEZ)* and PC4 and SFRS1 interacting protein 1 *(PSIP1)*. 

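All 6 genes were past both thresholds with the probe listed in Table S2, taking the mean of the labellings. In the arrays with total RNA in Cy3 alone 5 of them were, since the IP/T ratio of TRIM32 in miR-155-ST486 cells was 1.95 there. DET1 had an IP/T ratio of 1.40 in EV-ST486 and 17.5 in miR-155-ST486 cells. The TBRG1 probe that detects NIAM had IP/T ratios of 2.15 and 11.6, a miR-155/EV ratio of 5.38. TRIM32 was depleted from the IP fraction of EV-ST486 cells with an IP/T ratio of 0.41 and reached 2.10 in miR-155-ST486 cells, a miR-155/EV ratio of 5.16. HOMEZ rose from 1.08 to 5.07 (4.71-fold), PSIP1 from 2.37 to 9.80 (4.15-fold) and JARID2 from 2.24 to 6.78 (3.02-fold). DET1, TBRG1, TRIM32, HOMEZ and PSIP1 had the 5 highest ratios of the Table S2 genes here as well. By dye orientation the miR-155/EV ratio was 11.3 and 13.9 for DET1, 7.36 and 3.62 for TRIM32, 4.98 and 4.45 for HOMEZ, 3.30 and 5.20 for PSIP1 and 2.95 and 3.09 for JARID2, so the order of the genes below DET1 was not the same in both orientations. TRIM32 was detected in 1 of the 2 labellings of the EV IP fraction and HOMEZ in 1 of the 2 labellings of the EV total fraction. The ratios reflect changes in both fractions. On the log2 scale the IP signal of DET1 was higher by 2.69 in miR-155-ST486 cells and its total signal fell by 0.96, while for HOMEZ the IP signal was higher by 2.28 and the total signal by 0.04.
Other probes of these genes gave different values. The second probes of TRIM32 and HOMEZ rose as well, from an IP/T ratio of 0.71 to 3.21 and from 1.03 to 2.95. The 2 further PSIP1 probes, which the arrays assign to NM_033222 and not to the NM_021144 of the probe in Table S2, had miR-155/EV ratios of 0.80 and 0.54. The paper gives NM_021144 as the PSIP1 isoform with the miR-155 sites, so the further probes need not rise with it. The probe with 0.54 was detected in 5 of the 8 channels. With the normexp background correction DET1 alone of the 6 genes stayed past both thresholds, with a miR-155/EV ratio of 6.26, and with normexp followed by loess none of the 3 genes that were kept did. In the 4 normexp settings with high local backgrounds replaced, chosen after seeing the data, between 3 and 5 of the genes did, with between 4 and 6 kept.

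**Figure D3:**
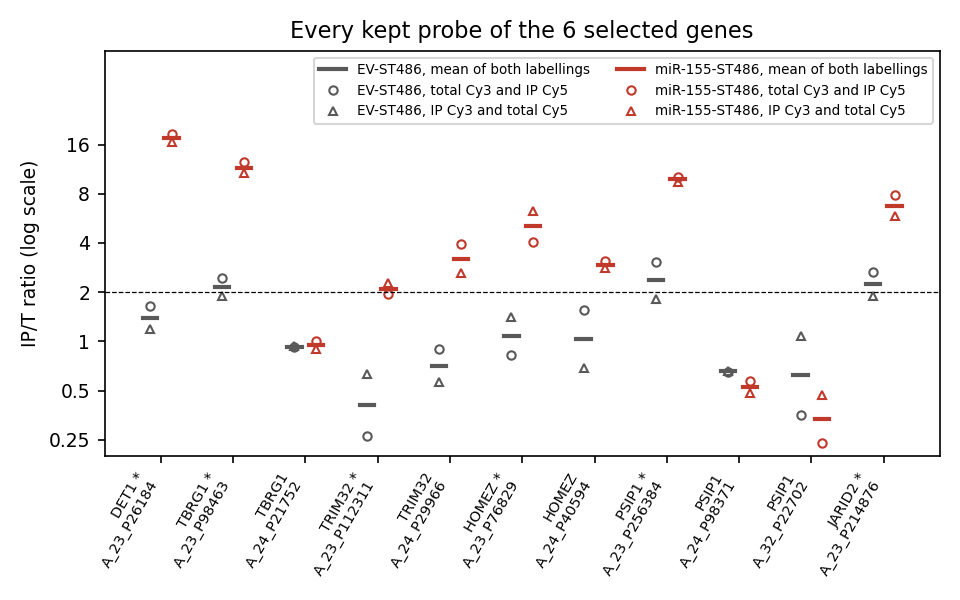
IP/T ratio (log scale) of every kept probe of the 6 genes in EV-ST486 (grey) and miR-155-ST486 cells (red). Bars are the mean of the 2 labellings, circles the arrays with total RNA in Cy3 and triangles those with IP RNA in Cy3; asterisks mark the probes of Table S2 and the dashed line an IP/T ratio of 2. For PSIP1 the probe of Table S2 rises from 2.37 to 9.80 while the other probes of the gene, assigned to another transcript, do not rise.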

We confirmed Ago2-IP enrichment in the HL EV-transduced cells for 5 of the 6 targets (Figure 1C). The 6^th^ gene, i.e. *TRIM32*, was not expressed in L1236 and was borderline enriched in KM-H2 cells (IP/T ratio = 1.75). For 4 out of the 5 miR-155 targets the IP enrichment was mildly decreased upon miR-155-sponge overexpression in L1236 and for 5 out of 6 in KM-H2 cells. This suggests that these genes are also targeted by endogenously expressed miR-155 in HL cells (Suppl. Fig. S2). To validate a direct interaction between miR-155 and these targets we cloned their predicted miR-155 binding sites into the psiCHECK2 luciferase vector. For *DET1, NIAM*, *TRIM32*, *PSIP1* and *JARID2* these sites were located in their 3′UTRs and for *HOMEZ* they were predicted in the coding sequence (Figure 1D). For all 6 genes, co-transfection of the resulting luciferase constructs with a miR-155 precursor into ST486 wild-type cells resulted in significantly decreased relative luciferase levels (range 15-53%) compared to co-transfection with a negative control precursor (Figure 1E). In addition, the highest Ago2-IP-enriched gene upon miR-155 overexpression in ST486 cells, i.e. *DET1,* showed a decreased protein level upon miR-155 induction in ST486 cells (Figure 1F). Thus, we confirmed that *DET1*, *NIAM*, *TRIM32*, *HOMEZ*, *PSIP1* and *JARID2* are valid miR-155 target genes.

### Both miR-155 overexpression and inhibition of miR-155 target NIAM result in enhanced cell growth

In line with an oncogenic role in B-cell lymphoma, overexpression of miR-155 in ST486 cells caused accelerated growth, resulting in ∼2-fold increase in the percentage of GFP+ cells in 22 days (Figure 2A). Consistent with the mild effects of the miR-155 sponge in the Ago2-IP experiments, no clear effects on cell growth were observed upon overexpression of the miR-155 sponge in HL cell lines L1236 and KM-H2 (data not shown).

**Figure 2:**
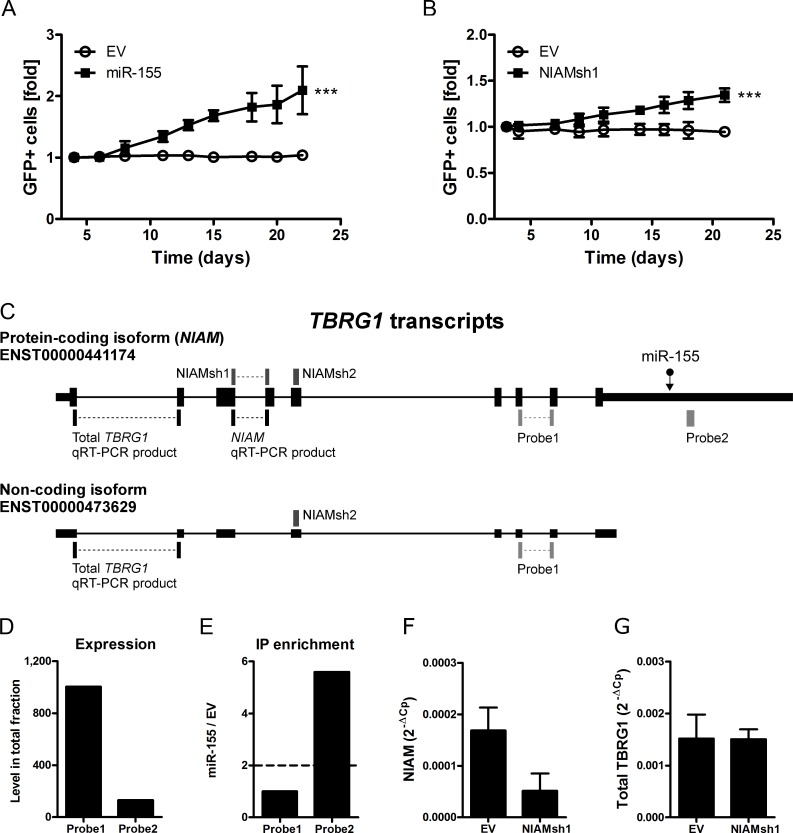
Inhibition of miR-155 target NIAM phenocopies the effect of miR-155 overexpression **A**. Overexpression of miR-155 enhanced growth of ST486 cells resulting in a ∼2 fold increase in the percentage of GFP+ cells on day 22 post-transduction compared to day 4 (mixed model analysis, *** *p* < 0.001). **B**. The NIAM specific shRNA (NIAMsh1) that specifically inhibits the protein-coding isoform (*NIAM*) of the *TBRG1* locus enhanced growth of ST486 cells in the GFP competition assay (mixed model analysis, *** p<0.001). **C**. Schematic overview of the two most abundant *TBRG1* isoforms. The position of the miR-155 binding site (miR-155), the region targeted by the shRNAs against NIAM (NIAMsh), the location of the two probes targeting transcripts of the *TBRG1* locus present on the microarray and the qRT-PCR products specific for *NIAM* and total *TBRG1* are indicated. **D**. The normalized signal intensity of probe 1 (detecting both *TBRG1* isoforms) was much higher than that of probe 2 (*NIAM* only) in ST486 cells. **E**. Probe 2 that specifically detected the *NIAM* transcript was strongly enriched in the targetome of miR-155-ST486 cells, whereas probe 1 that detected both isoforms was not enriched. **F**. QRT-PCR expression analysis confirms that NIAMsh1 can effectively target the *NIAM* transcript but has no impact on the total *TBRG1* transcript level **G**.. The PCR products amplified in panel F and G are indicated in panel C. Expression is relative to ***GAPDH***.

To determine whether inhibition of any of the 6 validated miR-155 target genes could reproduce the miR-155 overexpression phenotype we generated two shRNA constructs per gene. For 5 of the 6 targets at least one of the 2 shRNAs showed a 50% reduction at the protein or RNA level (Suppl. Fig. S3A and S3B). For HOMEZ both shRNAs were not effective (data not shown). GFP competition assays using all shRNAs revealed that for only one of the miR-155 target genes, i.e. NIAM, an increased cell growth was observed. Inhibition of NIAM using NIAMsh1 but not NIAMsh2 increased the number of GFP+ cells by ∼50%, approximately half of the effect of miR-155 overexpression (Figure 2B). To explain the discrepancy between the two NIAM shRNAs, we studied the expression pattern of *TBRG1* splice variants. Published RNA-seq data in BL cell line Mutu1 revealed that two isoforms were most abundant, i.e. isoform ENST000004411740 (the protein-coding transcript variant known as *NIAM* which contains a miR-155-binding site) and ENST00000473629 (non-coding *TBRG1* transcript with no miR-155-binding site) (Figure 2C) [14]. 

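The array carries 2 probes for TBRG1, both assigned to NM_032811. Probe 2 is the probe of Table S2, and the other TBRG1 probe was taken as probe 1. Both were detected in all 8 channels. The normalized signal of probe 1 in the EV total fraction was 1004 (990.0 in the Cy5 and 1019 in the Cy3 labelling), and that of probe 2 was 129.6 (145 in Cy5 and 116 in Cy3). On the log2 scale probe 1 had a signal of 9.97 in the EV total and 9.84 in the miR-155 total fraction, and probe 2 one of 7.02 and 6.33. The signal of a probe also depends on the probe itself, so the levels of the 2 probes were not set against each other here. Without the quantile normalization the EV total signal of probe 1 was 853. With the normexp background correction it was 588 and that of probe 2 was 391. With high local backgrounds replaced, in 4 normexp settings chosen after seeing the data, the signal of probe 1 was between 241 and 318 and that of probe 2 between 44.9 and 103.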

The probe on our microarray that detects both isoforms (probe 1) showed signals ∼8 times higher than the probe that specifically detects the miR-155-binding site containing *NIAM* transcript (probe 2) (Figure 2D). However, only the latter probe detecting the *NIAM* transcript was enriched in the IP fraction (Figure 2E). 

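Probe 1 had an IP/T ratio of 0.93 in EV-ST486 and 0.95 in miR-155-ST486 cells, a miR-155/EV ratio of 1.03. In the dye orientations its IP/T ratio was 0.92 and 0.93 in EV-ST486 cells and 1.01 and 0.90 in miR-155-ST486 cells. Probe 2 had IP/T ratios of 2.45 and 1.89 in the 2 dye orientations of EV-ST486 cells and of 12.5 and 10.7 in those of miR-155-ST486 cells, so the rise of probe 2 upon miR-155 overexpression was larger than the difference between the labellings. Its miR-155/EV ratio was 5.12 in one orientation and 5.65 in the other. On the log2 scale the IP signal of probe 2 was higher by 1.74 in miR-155-ST486 cells and its total signal fell by 0.69, whereas those of probe 1 fell by 0.093 and by 0.13. With the normexp background correction the IP/T ratio of probe 2 in miR-155-ST486 cells was 1.43, and with normexp and loess 1.81, both below the threshold of 2. With high local backgrounds replaced, in 4 normexp settings chosen after seeing the data, it was 2.86, 3.15, 5.56 and 7.15, all above it. The paper reports that of these probes the one detecting NIAM was enriched in the IP fraction.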

NIAMsh1, that phenocopied the miR-155 overexpression effect, was directed against the *NIAM* transcript and not the non-coding *TBRG1* transcript (Figure 2C). This resulted in >60% downregulation of the *NIAM* transcript while the total *TBRG1* transcript levels were not affected (Figure 2F and 2G). NIAMsh2, which was directed against both isoforms of the *TBRG1* locus, did not show any effect in the GFP competition assay. In line with this, NIAMsh2 did not affect *NIAM* transcript levels (data not shown) possibly due to the much higher abundance of the non-protein-coding transcript. Despite several attempts we were not able to design a second effective shRNA targeting the 137nt exon 4 that is specific to the *NIAM* transcript. Thus, NIAM inhibition phenocopied the growth promoting effect of miR-155 overexpression although this was not confirmed with a second shRNA.

### NIAM expression is inversely associated with miR-155 levels in B-cell lymphoma

To determine whether NIAM protein expression in primary B-cell lymphoma is inversely associated with the miR-155 expression level we analyzed primary cases of CLL (high miR-155), DLBCL (variable miR-155) and BL (low miR-155) by immunohistochemistry for NIAM and qRT-PCR for miR-155. Two of the 14 CLL cases (14%), 13 out of 17 (76%) DLBCL cases and all 10 BL cases stained positive for NIAM (Figure 3A-3D, Suppl. Fig. S3C for validation of the antibody specificity). Among DLBCL, 75% of the ABC subtype and 78% of the GCB subtype were NIAM-positive. MiR-155 levels were significantly higher in NIAM-negative as compared to NIAM-positive lymphoma cases (*p* < .0145, Mann Whitney U test, Figure 3E). Thus, these data support a miR-155-dependent regulation of NIAM protein expression in primary B-cell lymphoma.

**Figure 3:**
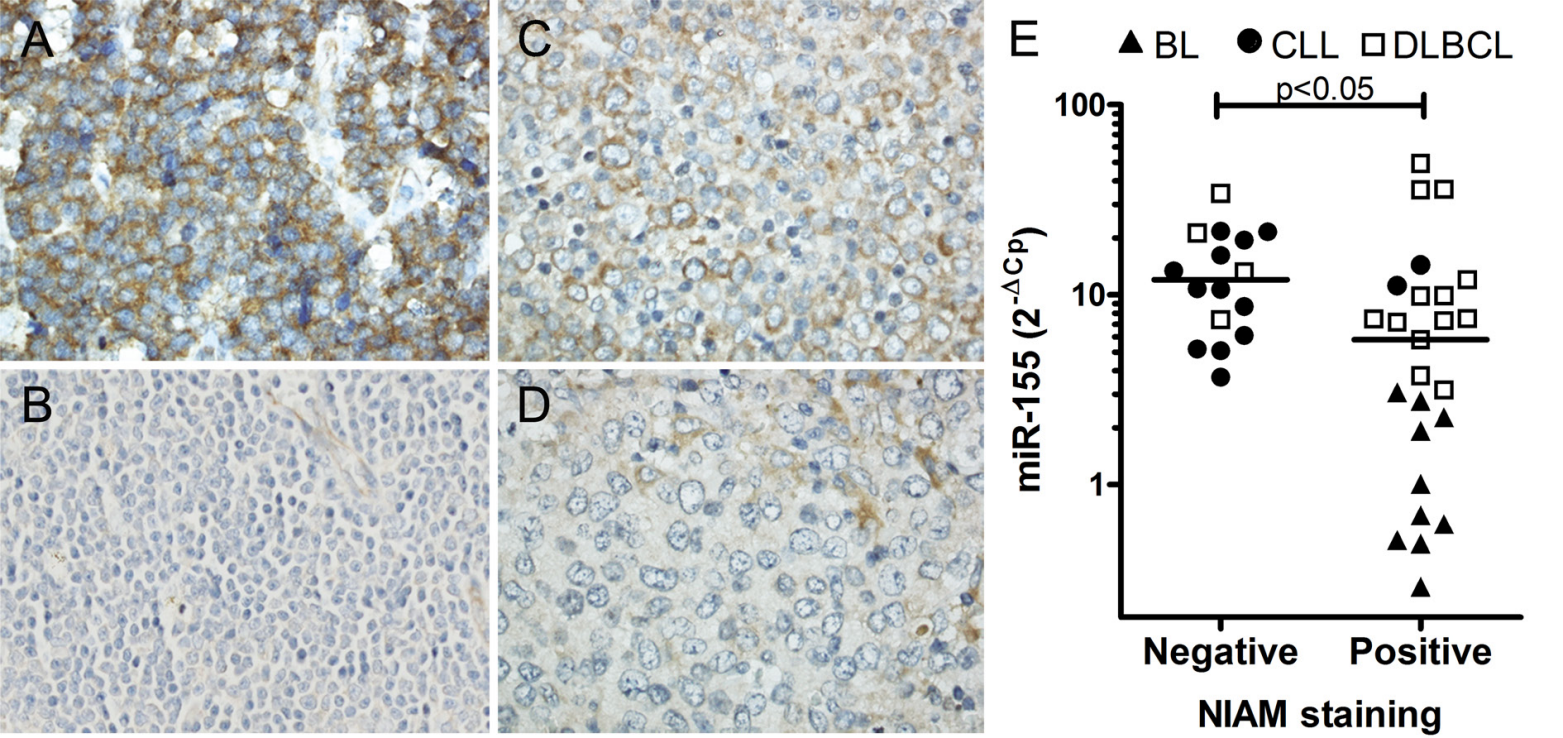
Inverse correlation between NIAM protein expression and miR-155 levels in primary cases of B-cell lymphoma Sections from B-cell lymphoma cases with various levels of miR-155 were stained with anti-NIAM antibody. **A**. BL case positive for NIAM. **B**. CLL case negative for NIAM. **C**. A NIAM-positive and **D**. NIAM-negative DLBCL case. Representative images are shown. Image magnifications 400x. **E**. Significant differences in miR-155 levels were observed between primary B-cell lymphoma cases with or without NIAM protein expression (Mann Whitney U test, * *p* < 0.05). MiR-155 levels were determined by qRT-PCR and normalized to RNU49 levels.

## DISCUSSION

MiR-155 is one of the most studied miRNAs in B-cell lymphoma. Over the past few years several miR-155 target genes were identified, however only a few were shown to be relevant for the pathogenesis of B-cell lymphoma. In this study we identified miR-155 targets in B-cell lymphoma and showed that growth of BL-derived ST486 cells was enhanced upon overexpression of miR-155. Phenotype copy experiments indicated that one of the identified miR-155 targets, i.e. NIAM, is involved in the miR-155-induced enhanced growth. The shRNAs against JARID2, PSIP1, TRIM32 and DET1 did not result in an enhanced cell growth indicating that these genes are unlikely to be involved in the enhanced growth phenotype. However, it might be that JARID2, PSIP1, TRIM32 and DET1 are involved in other miR-155-dependent phenotypes that were not studied.

We identified 54 miR-155 target genes using Ago2-RIP-Chip in ST486 cells with ectopic expression of miR-155. Meier et al. performed Ago2-RIP-Seq in embryonic kidney HEK293 cells with ectopic miR-155 expression and identified 100 miR-155 target genes [15]. In good concordance with our study, their list included 22 of the 54 genes we identified in ST486 cells, including *DET1, TRIM32, HOMEZ* and *JARID2*. These genes likely represent miR-155 targets common to various cell types. *NIAM* was not identified as a miR-155 target in HEK293 cells suggesting that *NIAM* might be a lymphoma-specific target gene.

We were not able to efficiently identify miR-155 target genes using the miR-155-sponge approach in HL cells. MiR-155 sponge transcripts were expressed and efficiently enriched in the Ago2-IP fraction [16], yet miR-155 target genes were only very mildly depleted in the Ago2-IP fraction of miR-155 sponge-transduced HL cells. Although miRNA-sponges can function as very potent miRNA targets that specifically sequester the miRNA to prevent it from binding to endogenous targets it is very well possible that sponge transcript levels in this case were insufficient for complete sequestering of the very highly expressed miR-155 [16-18].

Dorsett et al. showed that low miR-155 levels in normal B cells result in increased expression of the miR-155 target gene Activation-Induced Cytidine Deaminase (*AICDA*) and this enhanced the frequency of *MYC* translocations [19]. Since *MYC* translocations are the hallmark of BL, it might be anticipated that the low miR-155 levels observed in BL are especially crucial at the initiation step of the malignant transformation of germinal center B cells. A recent follow-up study showed that mature B cells isolated from miR-155 deficient mice have higher p53 activity [20]. This was shown to be mediated in part by AICDA and in part by the miR-155 target SOCS1. In BL, the putative undesired activation of p53 via increased expression of the miR-155 target SOCS1 needs to be blocked by direct or indirect inactivation of p53. In line with the proposed oncogenic role of miR-155, in this study we showed that ectopic miR-155 overexpression enhances the growth of BL cell line ST486. However, miR-155 most likely does not function as an oncogene in the pathogenesis of BL, since miR-155 levels in general are low in BL. This is in contrast to other subtypes of B-cell lymphoma that have strongly increased levels of miR-155 and do not depend on AICDA-driven *MYC* translocations, but may benefit from the miR-155-mediated suppression of SOCS1 resulting in reduced p53 activity [6-8].

Inhibition of NIAM expression recapitulated, at least in part, the growth promoting phenotype induced by miR-155 overexpression in ST486 cells. We were not able to quantify the endogenous NIAM levels by Western blotting using the commercial NIAM antibody or a published NIAM antibody [21]. It should be noted that cellular NIAM levels are maintained at relative low levels due to Mdm2-dependent ubiquitination [22]. The inability to detect the endogenous NIAM also prevented a comparison between NIAM protein levels upon miR-155 overexpression and upon shRNA-based NIAM inhibition. Thus, we could not determine whether differences in the effects of miR-155 overexpression and NIAM knockdown are caused by differences in NIAM protein levels or due to other genes simultaneously targeted by miR-155.

We showed that NIAM protein expression inversely correlated with miR-155 levels in primary B-cell lymphoma. NIAM staining was predominantly cytoplasmic. This is in contrast to the results reported by Reed et al., who showed that NIAM is localized in the nucleus and bound to chromatin [23]. Nonetheless and similar to our study, NIAM was clearly localized in the cytoplasm of 2 pancreatic cell lines [21]. These different staining patterns indicate that NIAM can be both nuclear and cytoplasmic. Microarray studies indicated that *NIAM* transcript levels are lowered in various types of cancer, including B-cell lymphoma [22]. The tumor suppressive function of NIAM was confirmed in a recent study that showed that NIAM-deficient mice were predisposed to develop proliferative lesions, including early stage B-cell lymphoma [24]. Moreover, NIAM was shown to act as a tumor suppressor protein linked to the p53 pathway in several ways [22, 23]. It stimulated p53 activity by interacting with p53 regulators such as Mdm2 and Tip60 [23]. Exogenous NIAM stabilized p53 by binding to Mdm2 and preventing Mdm2-mediated p53 ubiquitylation, and association of NIAM with Tip60 increased p53 transactivation of the p21 promoter. In addition, exogenous NIAM was shown to inhibit cell proliferation independent of p53 [25]. It would be interesting to study whether the NIAM-mediated effect of miR-155 depends on decreased p53 activity.

In conclusion, we identified NIAM as a novel miR-155 target gene in B-cell lymphoma. Induction of miR-155 enhances growth of ST486 BL cells and our data indicate that this is at least in part caused by inhibition of NIAM. NIAM expression inversely correlated with miR-155 levels in primary B-cell lymphoma. Our data, together with the recent observation that NIAM-deficient mice are predisposed to malignant transformation suggest that NIAM is a crucial target for the oncogenic effects of miR-155 in B-cell lymphoma.

## MATERIALS AND METHODS

### Tissue samples

Individual diagnosis of the 10 BL, 14 CLL and 17 DLBCL samples were reviewed by an experienced hematopathologist for consistent morphology and immunophenotype according to the 2008 WHO classification [26]. Pediatric BL cases presented with an abdominal mass and were CD10+, BCL2- and MYC-breakpoint+. CLL cases were nodal and CD5+, CD23+, cyclinD1- with variable ZAP70 expression. Diffuse large B-cell lymphoma (DLBCL) cases were classified into ABC (8) or GCB (9) subtypes according to the Hans algorithm [27]. All protocols for obtaining human tissue samples were performed in accordance to the guidelines from the Institutional review board or Medical Ethical committee of the University Medical Center Groningen.

### Cell lines

ST486, L1236 and KM-H2 cell lines were cultured as previously described [28, 29]. Cell lines were purchased from ATCC (ST486) or DSMZ (L1236 and KM-H2). Phoenix-ampho cells were cultured in DMEM supplemented with 10% fetal calf serum.

### DNA constructs and viral transductions

To overexpress miRNA-155, the pre-miRNA with flanking sequences was amplified from genomic DNA using primers listed in Table S6. Insert was cloned into the retroviral MXW-PGK-IRES-GFP vector [30] using XhoI and EcoRI. To validate miRNA overexpression, GFP+ cells were sorted ∼2 weeks after transduction using a MoFlo sorter (Dako cytomation). We inhibited miR-155 using a retrovirally expressed miR-155 sponge with 14 binding sites (Table S6) [16]. The 3′UTR of *DET1, TRIM32, JARID2, PSIP1, NIAM* and the ∼300nt coding sequence fragment of *HOMEZ* containing the potential miR-155-binding sites were amplified from genomic DNA using primers listed in Table S6 and cloned into the psiCHECK2 vector (Promega, Madison, WI). To inhibit miR-155 target genes, shRNA oligos were designed (Table S6) and cloned into the retroviral pMDH1-PGK-GFP 2.0 vector [30]. The sequence of NIAMsh1 was based on a previous study [22]. Retroviral transductions were performed as previously described [28].

### Quantitative RT-PCR

RNA isolation and miRNA-specific cDNA synthesis and qPCR were performed as previously described [31, 32]. MiRNA levels were normalized to RNU48 or RNU49 levels. For quantification of *NIAM*, total *TBRG1, DET1, TRIM32, HOMEZ, PSIP1, JARID2*, cDNA was synthesized using random primers, dNTP mix and the Superscript II Reverse Transcriptase Kit (Life Technologies Europe BV, Bleiswijk, NL) according to manufacturer's instructions. The qPCR reactions for *NIAM* and total *TBRG1* were performed as previously described [28], *GAPDH* was used as a reference gene, primers are listed in Table S6. For *DET1, TRIM32, PSIP1* and *JARID2*, the qPCR reactions were performed using qPCR MasterMix Plus (Eurogentec, Liege, Belgium) and either Taqman Gene expression assays (Hs00894490_m1 for *DET1*, Hs00705875_s1 for *TRIM32*, Hs01045711_g1 for *PSIP1* and Hs01004460_m1 for *JARID2*, all Applied Biosystems) or designed primers and probe for detection of *HPRT* as decribed previously [33].

### Ago2-RIP-chip procedure

Immunoprecipitation of Ago2-containing RISC complexes was performed as described previously [34]. Briefly, cleared lysates of 20-30 million cells were incubated with protein G Sepharose beads (GE Healthcare) coated with anti-Ago2 antibody (Clone 2E12-1C9, Abnova, Taiwan) at 4&deg;C overnight. Anti-IgG antibody was used as a negative control (Millipore BV, Amsterdam, The Netherlands). RNA was isolated for microarray and qRT-PCR analysis and protein lysates were prepared for Western blot. Western blot for Ago2 was performed as described previously [34]. RNA from the total and Ago2-IP fractions was analyzed using 44k Human Whole Genome Oligo microarrays (Agilent, Santa Clara, USA). Labeling and hybridization were performed with 100ng of total RNA using the two-color Quick Amp Labeling Kit (ST486) or Low Input Quick Amp Labeling Kit (L1236 and KM-H2) and Cyanine (Cy) 3 and 5 CTP Dye Packs according to the manufacturer's protocol (Agilent). The microarray data have been deposited in NCBI's Gene Expression Omnibus [35] and are accessible through GEO Series accession number GSE70939. Data were analyzed using GeneSpring GX version 12.5 (Agilent). Quantile normalization of the signals was performed. Probes not detected in more than half of the samples and that were inconsistent (more than 2 fold different) in Cy3 and Cy5 replicates of the same sample were filtered out. The averaged signals for Cy3 and Cy5 replicates were used to calculate the IP/T ratio for each sample.

### Gene set enrichment analysis

To determine which genes sets are significantly enriched in the Ago2-IP in comparison to the total fraction we performed Gene Set Enrichment Analysis using The Molecular Signatures Database (GSEA; http://www.broad.mit.edu/gsea) [36]. If more than one probe was assigned for a certain gene, we selected the probe with the highest IP fold enrichment.

### Transfection and luciferase assay

Luciferase assays were performed using the Promega Dual-Luciferase Reporter Assay System (Promega, Madison, WI) as described previously [37]. Briefly, two million ST486 cells were transfected with 4&micro;g of each psiCHECK2 construct and co-transfected with 100nM miR-155 precursor or negative control #1 (both Ambion) using an Amaxa nucleofector device, program A23 (Amaxa, Gaithersburg, MD). Transfections were performed in triplicate and cell lysates were made 24h after transfection. Renilla to Firefly (RL/FL) luciferase ratios were calculated and compared to negative control (set at 100%). Significance was calculated using the t-test.

### Western blot

Western blot for DET1 was performed as previously described [38]. Immunoblots were incubated with mouse anti-DET1 antibody (clone 3G5, Genentech, San Francisco, CA) at a concentration of 1 &micro;g/ml in 5% milk in Tris-buffered saline with Tween-20 (TBST) overnight at 4&ordm;C. Mouse anti-GAPDH antibody (clone 0411, 1:20,000, Santa Cruz, CA, USA) was used as a control. Western Blot for NIAM was performed using a rabbit polyclonal anti-NIAM antibody (18951-1-AP, Proteintech, Chicago, IL, USA) diluted 1:500 in 5% milk in TBST overnight at 4&ordm;C.

### GFP competition assay

GFP expression was measured on a FACS Calibur flow cytometer (BD PharMingen) at day 3 or 4 post-transduction and monitored for three weeks tri-weekly. The percentage of GFP+ cells was analyzed using FlowJo software (version 7.6, Treestar, Ashland, OR); the value at day 3 or 4 was set to 1 and the fold difference per measurement was calculated. To determine whether cells with increased miR-155 or decreased TBRG1 levels grow significantly different from cells transduced with control vectors, we performed mixed model analysis on the relative percentages with the interaction between transduced cell type and day of measurement as fixed effects and day of measurements and the biological replicate measurements as within-subject variables in SPSS (version 22). Since the relative percentages were 1 on day 3 or 4 by definition, we analyzed the relative percentage −1 and did not include the intercept and the main effects of cell type and day of measurement in the model.

### NIAM immunohistochemistry

Sections of BL, CLL and DLBCL cases were cut (3&micro;m) and staining was performed using a rabbit polyclonal anti-NIAM antibody (18951-1-AP, 1:25, Proteintech) in combination with microwave-citrate buffer (pH 6.0) antigen retrieval. Staining was visualized using a peroxidase coupled goat anti-rabbit secondary antibody (1:100), a peroxidase-coupled rabbit anti-goat tertiary antibody (1:100, both DAKO, Glostrup, Denmark), and 3,3-diaminobenzidine tetrachloride.

## SUPPLEMENTARY FIGURES AND TABLES

# Supplementary material for: Inhibition of the miR-155 target NIAM phenocopies the growth promoting effect of miR-155 in B-cell lymphoma
**Source:** Oncotarget. 2015 Oct 19;7(3):2391–400. doi: 10.18632/oncotarget.6165
**Supplement:** Supplementary file 1

# Inhibition of the miR-155 target NIAM phenocopies the growth promoting effect of miR-155 in B-cell lymphoma

## Supplementary Material

Supplementary Table S1: Similar numbers of probes were identified in the miRNA-targetome sets per cell line

IP = immunoprecipitated fraction, T = total fraction, EV = empty vector

**Supplementary Table S2: MiR-155 target genes in miR-155-ST486 cells identified with Ago2-RIP-Chip**

\* TS = miR-155 target predicted by TargetScan 6.2, <sup>†</sup>8-mer sequence = AGCATTAA, <sup>‡</sup>6-mer sequence = GCATTA, <sup>§</sup>8-mer and 6-mer in CDS

**Supplementary Table S3: 20 most enriched gene sets in EV-ST486 and miR-155-ST486 cells**

**Supplementary Table S4: 20 most enriched gene sets in L1236 cells with EV and miR-155 sponge**

**Supplementary Table S5: 20 most enriched gene sets in KM-H2 cells with EV and miR-155 sponge**

**Supplementary Table S6: Oligonucleotide sequences**

F = forward primer, R = reverse primer, MBS = miRNA binding site, sh=short hairpin, Restriction sites in sequences are underlined (GAGCTC = SstI; GCGGCCGC = NotI; CTCGAG = XhoI; GAATTC = EcoRI). MiR-155 sponge consists of repeats of miRNA binding sites in bold followed by stuffer sequences in normal font.

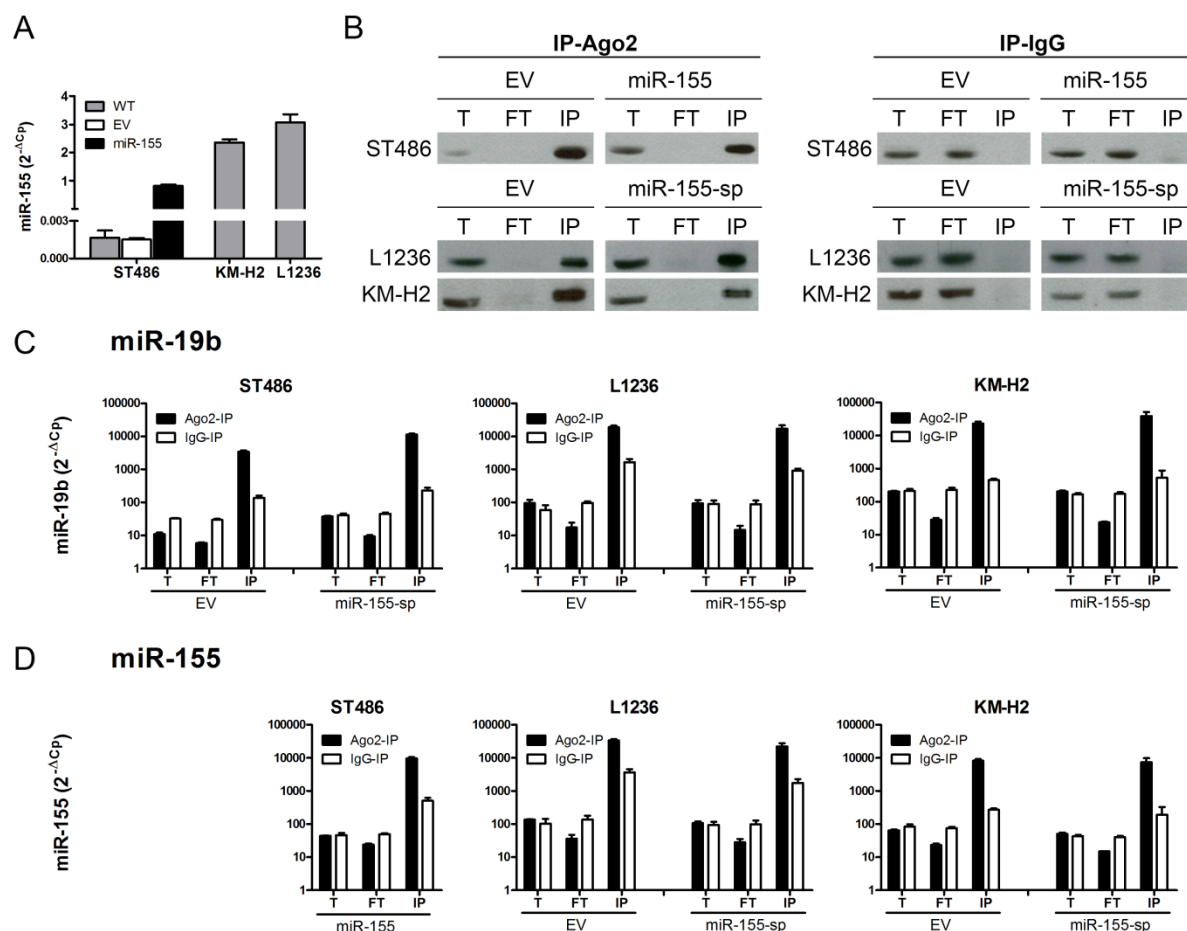

**Supplementary Figure S1: Quality control experiments for the Ago2-IP in ST486, L1236 and KM-H2 cells.** (A) Overexpression of miR-155 in ST486 cells was confirmed by qRT-PCR in GFP+ ST486 cells. Overexpression levels were in the same range as endogenous miR-155 levels in KM-H2 and L1236 cells. (B) Analysis of the Ago2-immunoprecipitation (IP) by Western blotting for Ago2 protein in total (T), flowthrough (FT) and IP fractions. Ago2 was pulled down using an anti-Ago2 antibody but not when an IgG1 negative control antibody was used in ST486 transduced with empty vector (EV) or miR-155 or in L1236 and KM-H2 transduced with EV or miR-155 sponge (miR-155-sp). (C) As an additional quality control we analyzed the levels of a high-expressed miRNA, i.e. miR-19b, in all 3 cell lines. This miRNA is strongly enriched in all the Ago2-IP fractions but not in the IgG1-IP negative control fractions. (D) MiR-155 was strongly enriched in the Ago2-IP fractions but not in the IgG1-IP negative control fractions. Next to the HL cell lines L1236 and KM-H2, miR-155 levels could only be measured in miR-155-transduced ST486 cells, as the levels in EV-transduced ST486 cells were below the detection limit. MiRNA levels were determined by qRT-PCR relative to RNU48 levels.

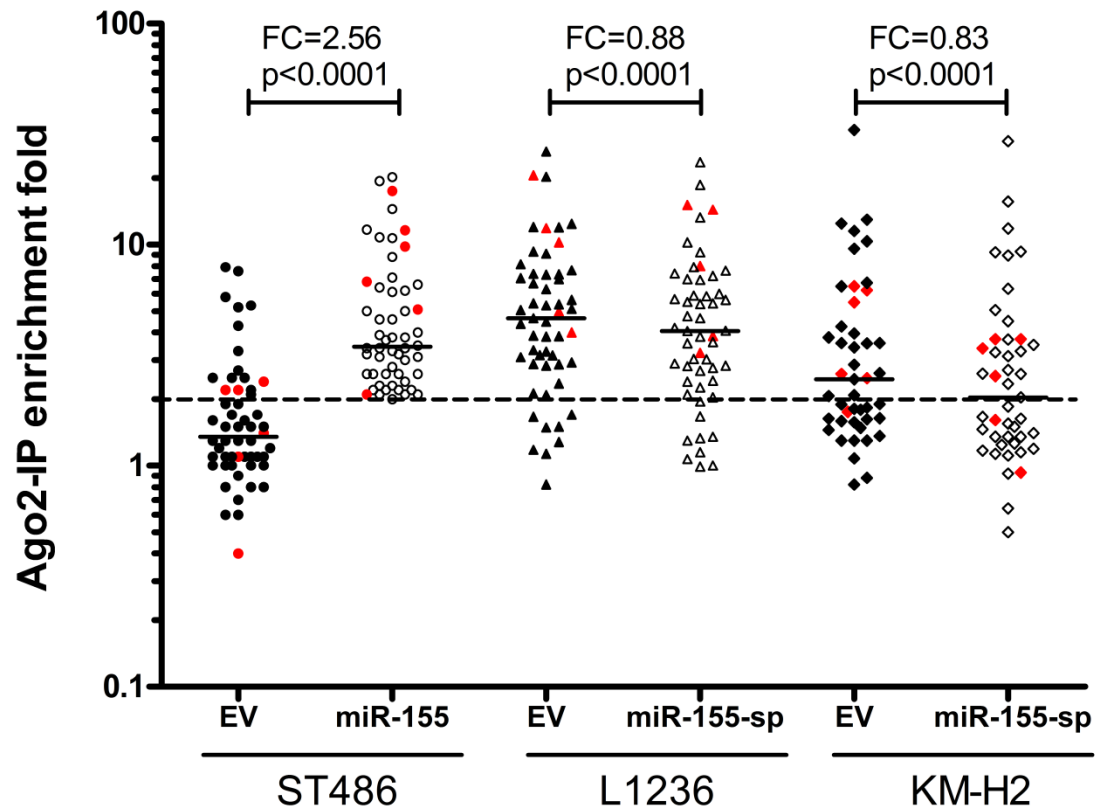

**Supplementary Figure S2: Behavior of the miR-155-ST486 target genes in the Ago2-IP experiments.** Shown are the Ago2-IP fold enrichments (IP/T ratio) for the 54 miR-155 target genes identified in ST486 cells that were at least 2-fold enriched in ST486 cells upon miR-155 overexpression compared to EV-transduced cells. The majority of these genes are also enriched in the EV-transduced HL cell lines L1236 and KM-H2 (both have high levels of miR-155). Upon overexpression of the miR-155 sponge (miR-155-sp) the fold enrichments of the target genes decrease only mildly (average fold-change (FC) upon sponge overexpression is 0.88 and 0.83 for L1236 and KM-H2 respectively). For each cell line the median fold enrichment is indicated and the 6 validated genes (see Fig. 1B) are highlighted in red. P values were calculated with Wilcoxon matched pairs test.

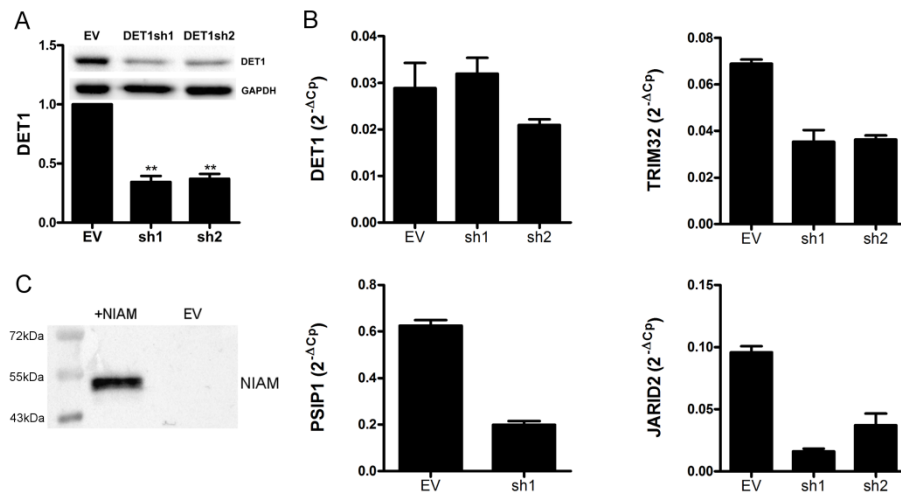

**Supplementary Figure S3: Validation of the effectiveness of the shRNAs against the six selected miR-155 target genes and the specificity of anti-NIAM antibody.** For all 6 selected miR-155 target genes shRNAs were generated and tested for effectiveness. (A) Validation of the two DET1 shRNAs (DET1sh) at the protein level. Both shRNAs showed a > 60% reduction in DET1 protein levels in ST486 cells. A representative example and the quantification of 2 Western blot experiments are shown. (B) Validation of the shRNAs (sh) at the RNA level. For *DET1* only one of the 2 shRNAs showed a mild effect at the RNA level. For *TRIM32*, *JARID2* and *PSIP1* all shRNAs showed at least a 50% reduction at the transcript levels. Note that for *PSIP1* only 1 shRNA was available. Results for the *NIAM* shRNAs are presented in figure 2. For *HOMEZ* both shRNAs were not effective (data not shown). Transcript levels were determined by qRT-PCR and normalized to *HPRT*. (C) To ensure that the anti-NIAM antibody used for immunohistochemistry detects NIAM we overexpressed NIAM (+NIAM) in ST486 cells. This resulted in a clear and specific band at the expected height upon NIAM overexpression (50-55 kDa). No band was observed in the empty vector (EV)-transduced cells (endogenous levels too low to detect). Similar results were obtained using a previously published antibody (clone 11E12, a kind gift from Dawn Quelle, data not shown).

How the deposited data were processed for this re-analysis (not part of the article)

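The Ago2-RIP-Chip arrays of ST486 cells were re-analysed: total RNA and Ago2-IP RNA of cells with the empty vector (EV-ST486) and of cells with ectopic miR-155 (miR-155-ST486), 4 RNA samples in all, each labelled with Cy3 and with Cy5 and hybridized as IP against total RNA of the same cells in both dye orientations, on 4 arrays with 45015 spots each. The deposited channel files hold the intensity values that the authors extracted with Feature Extraction 10.5.1.1, per the file headers background-subtracted and dye-normalized within each array. The authors also deposited log2 values, which they made with GeneSpring by quantile normalization over the 8 channels and by filtering on detection and on the difference between the labellings. Each array is deposited under both of its channels with identical content, and from each copy the channel named by the sample's dye was used. The small number of arrays and of RNA samples, 1 per condition, limits the precision of every value.

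Processing followed the paper's methods from the intensities on. Control spots were left out, which leaves 43376 spots of 41000 probes. Spots of the same probe were averaged, signals below 1 were set to 1, log2 values were quantile-normalized over the 8 channels, and the probes detected (well above background, positive and significant) in at least 4 channels and within 2-fold between the labellings of each of the 4 samples were kept, 15529 in all. The log2 signals of the labellings were averaged. IP/T is the ratio of IP to total signal, and miR-155/EV the ratio of the IP/T ratios. As a check, the deposited log2 values of 14453 probes, of which 14446 were among the probes kept, were compared with the values made here, and 99.9% lay within 0.05 of them. Symbols were taken from the RefSeq accession that the arrays give for a probe, which matched 23958 of the 41000 probes and 11044 of the probes kept. Only names were taken in this way, and no coordinates were used. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1 were used.

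With n = 1 per condition no test was run and no p-value is given. Values at the main results are given with those of the dye orientations, other values as means of the labellings, and gene lists with the percentile of their median among 10000 random probe lists drawn from 20 bins of mean signal. The thresholds were those of the paper, an IP/T ratio of at least 2 and a miR-155/EV ratio of at least 2, and the same thresholds with the vectors exchanged served as a measure of error. Named are the genes that the paper names for ST486 cells or as a miR-155 gene or target, MYC and GAPDH, the 5 probes with the highest miR-155/EV ratio among those past both thresholds and outside Table S2, the 5 mirror-image probes with the highest EV/miR-155 ratio and the 2 Table S2 genes with the lowest ratio. VAMP3, MAX, USPL1, RPL17, RPL22, GYG1, AP3M2, ARRDC2 and the other genes that rose on every probe were named after their values were seen. A gene that the rule names is not reported here.

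Alternatives set before the data were examined were normexp background correction with an offset of 50 followed by quantile normalization or by loess and Aquantile, no quantile normalization, the authors' deposited log2 values, detection in all 8 channels or in at least 5, no filter on detection, no filter on dye differences, arithmetic means, each dye orientation alone, outlier and saturated spots left out, the total channels normalized alone, ratio thresholds of 1.5 and 3, and the ratio threshold met in each orientation. The files hold no mean spot signal, so normexp used the median signal and the median local background. After the values were seen, 4 alternatives were added, because 19 spots had a local background above 500, up to 505702: these backgrounds were set to the median of their channel, with and without the offset and with either normalization. Lower bounds on fold differences used those values with the offset, loess and Aquantile, with the level of the dimmest probe well above background as the floor.

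The procedure was tested on simulated data in 20 runs per noise model, with 200 probes given a miR-155/EV ratio of 3 or 6. With labelling noise shared by the channels of a spot, 97.8% of the probes with a ratio of 3 and 100% of those with a ratio of 6 were recovered, with median ratios of 2.87 and 5.76, and unchanged probes past both thresholds numbered 22 (between 13 and 37) and mirror-image ones 23 (between 14 and 30). With noise drawn for each channel alone, which was the model used at first, 96.3% and 100% were recovered, and the unchanged probes numbered 36.5 (between 29 and 45) and 38 (between 29 and 53). The shared-noise model was added after the first results were seen.

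Further choices were revised after values were seen. Dim probes were tested with a split at the median mean signal in place of detection in all 8 channels, changes in the total fraction were taken relative to all kept probes, the test for a shift of all total signals was replaced because quantile normalization centres the values, and a test on mirror-image probes picked in the other labelling was added. The tests on probes picked in one dye orientation, one of them set before, were changed to leave out the filter on dye differences, because it ties the labellings to each other, and dye labelling noise in the risen probes was tested in this way in place of a count of genes that rose on every probe. Left out were gene sets with a seed motif in the 3′UTR and the gene set enrichment analysis, because 3′UTR sequences and set members were not used here, a fit with slide as a block, which the design does not allow, and the HL cell lines, which were not analysed here.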

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

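The tests of dim probes, of dye labelling noise, of the other ribosomal protein genes, of single probes and of slides in this part were chosen only after the results were seen.

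Among all kept probes, 111 had a miR-155/EV ratio of at least 2 while their IP/T ratio in miR-155-ST486 cells stayed below 2, against 47 probes that fell in the same way, which served as the control. Of the risen probes 105 belong to genes outside Table S2, and of the fallen ones all 47. A ratio of 2 in each dye orientation was passed by 52 of these risen and 16 of the fallen probes. In simulated data without any change for such probes, 46.5 rose and 59 fell with labelling noise shared by the channels of a spot, and 81.5 rose and 95 fell with noise drawn for each channel alone. The excess of risen probes was not seen without the filter on dye differences (298 rose, 317 fell), with the arrays of IP RNA in Cy3 alone (150 and 159) and with normexp followed by loess (10 and 12). Dim probes near background as the whole cause of the excess are argued against, since 30 of the 105 risen but 2 of the fallen probes lay above the median signal of the kept probes. Dye labelling noise stays open: without the filter on dye differences, which ties the labellings of a sample to each other, probes outside Table S2 picked as risen in one dye orientation had median log2 ratios of -0.23 (1100 probes) and 0.10 (323 probes) in the other. A slide difference also stays open and cannot be told apart from an effect of miR-155, since 0 slides hold arrays of both vectors. Binding of miR-155 was not tested.

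Of 2150 genes with a RefSeq symbol and at least 2 kept probes, 13 rose at least 2-fold on every probe (AP3M2, ARRDC2, CSNK1G2, GALT, GYG1, HOMEZ, MARK2, METTL21A, PHC2, RPL17, TBC1D14, TRIM32 and USPL1) and 0, the control, fell on every probe. Most of them are Table S2 genes, which were picked for a rise on these samples. Without the filter on dye differences 15 genes rose and 5 fell, and with the arrays of IP RNA in Cy3 alone 9 rose and 3 fell. A slide difference cannot be told apart from an effect of miR-155, and no biological explanation was tested.

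Of the 13 genes, 3 are outside Table S2. RPL17 had a median miR-155/EV ratio of 2.51 over its 3 probes, and each of its probes and dye orientations had an IP/T ratio below 1 in EV-ST486 and above 1 in miR-155-ST486 cells. This difference between the cells was not tested. The gene was picked because its 3 probes had a ratio of at least 2, so their number does not decide on a single-probe error. The lowest ratio of any of its probes in any orientation was 2.02. Dye labelling noise stays open, because the gene was picked on the mean of these same orientations and the filter on dye differences ties them to each other. A general shift of ribosomal protein genes is argued against by the median ratio of 0.917 over 175 probes of 79 other ribosomal protein genes, of which 0 reached 2 and 3 reached 1.5, the highest gene being RPL22 with 1.59. That median lay between 0.887 and 1.05 under the alternatives and was above 1 with normexp followed by loess alone. With high local backgrounds replaced, the lowest ratio of an RPL17 probe was between 1.90 and 1.97. Probe sequences were not analysed here, so hybridization of related transcripts stays open. So does a slide difference, which cannot be told apart from an effect of miR-155, since 0 slides hold both vectors. Binding of miR-155 to the transcript is a hypothesis that was not tested.

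AP3M2 and GYG1, also outside Table S2, had median ratios of 2.37 and 2.52 over 2 probes each. The AP3M2 probes had ratios of 2.15 and 2.60, with a lowest of 1.75 in one dye orientation. Of the GYG1 probes, one rose from an IP/T ratio of 0.73 to 1.56 (2.14-fold) and the other from 0.25 to 0.73 (2.97-fold), the latter with 5.33 and 1.65 in the dye orientations and detected in 1 of the 2 labellings of the EV IP fraction. The lowest ratios over the alternatives were 1.06 and 1.24 for the AP3M2 probes and 0.959 for the second GYG1 probe, in each case under a normexp setting, and the first GYG1 probe, detected in all 8 channels, was below 2 under each normexp setting that kept it. The cause of these changes was not tested. A slide difference cannot be told apart from an effect of miR-155 here either. No biological explanation was tested.

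ARRDC2 and TRIM32, both in Table S2, had an IP/T ratio below 1 in EV-ST486 and above 1 in miR-155-ST486 cells on each of their 2 probes and in each dye orientation, with median miR-155/EV ratios of 2.99 and 4.83. The difference between the cells was not tested. The probes had ratios of 2.80 and 3.19 for ARRDC2, which was detected in all 8 channels, and of 5.16 and 4.52 for TRIM32. The lowest ratios over the alternatives were 1.52 and 1.33 for ARRDC2 and 1.20 and 1.73 for TRIM32, each under a normexp setting. As for the other genes, 0 slides hold arrays of both vectors, and a slide difference stays open beside binding of miR-155.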

How the results depend on the processing

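No paired analysis was possible because each condition has 1 RNA sample and no test was run. Slide as a block could not be fitted, since each vector has a slide of its own. The comparison of gene sets with a seed motif in the 3′UTR, and the part of the total-fraction comparison that needs such sets, were not run, because 3′UTR sequences were not used here. The alternatives were set before the data were examined, apart from the 4 normexp settings with high local backgrounds replaced and the results on probes and genes that rose outside the paper's thresholds, which were chosen after seeing the data, as was the choice to report total-fraction changes relative to all kept probes. The arrays carry no mean signal per spot, so normexp was run on the median signal and median local background.

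The Table S2 genes had a median miR-155/EV ratio above 1, between 1.45 and 2.63, and a lowest ratio above 1 under every alternative. DET1, which normexp followed by loess removed, had a ratio between 6.26 and 13.9 under the other alternatives. More probes were miR-155-specific than mirror-image under all alternatives except the setting without the filter on dye differences and the arrays with IP RNA in Cy3 alone. The settings with outlier spots left out and with detection in at least 5 of 8 channels left every count within 1.5 times and every value within the difference between the dye orientations. The median of the total-fraction change of the Table S2 genes stayed below that of all kept probes under every alternative.

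The background correction changed many of the results. Normexp adds an offset of 50 to both channels, which by construction draws the ratios of dim probes towards 1, and 19 spots with a local background above 500, the highest 505702, entered its fit. With normexp and quantile normalization, 439, 93 and 18 probes in EV-ST486 and 469, 116 and 26 in miR-155-ST486 cells had IP/T ratios of at least 2, 4 and 8. There were 10 miR-155-specific probes in 10 genes, 0 mirror-image probes, 13 risen and 2 fallen probes below an IP/T ratio of 2, and 1 gene with a risen ratio on every probe. The miR-155/EV ratios of the Table S2 genes had a median of 1.45 and lay between 1.05 and 6.26, with 8 of at least 2. The median IP/T ratio of the selected genes was 1.12 in EV-ST486 and 1.64 in miR-155-ST486 cells, and 1 of them was past both thresholds. TBRG1 probe 1 had an EV IP/T ratio of 0.944 and an EV total signal of 588. TBRG1 probe 2 had IP/T ratios of 1.08 and 1.43 and an EV total signal of 391. The total-fraction change of the Table S2 genes was -0.079.

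With normexp, loess and Aquantile the numbers of IP-enriched probes were 147, 31 and 14 in EV-ST486 and 426, 75 and 19 in miR-155-ST486 cells, with 36 miR-155-specific probes in 28 genes, 1 mirror-image probe, 10 risen and 12 fallen probes below an IP/T ratio of 2 and 2 genes risen on every probe. The Table S2 genes had a median ratio of 1.57, from 1.04 to 5.02, and 11 reached 2. The selected genes had median IP/T ratios of 1.02 and 1.67, and 0 were past both thresholds. TBRG1 probe 1 had an EV IP/T ratio of 0.951 and a signal of 581, and probe 2 had IP/T ratios of 1.02 and 1.81 and a signal of 397.

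When the local background of the affected spots was set to the median of their channel, normexp with quantile normalization gave 1107, 291 and 70 IP-enriched probes in EV-ST486 and 1145, 314 and 76 in miR-155-ST486 cells. There were 26 miR-155-specific probes in 24 genes, 1 mirror-image probe, 22 risen and 1 fallen probe below the IP/T threshold and 4 genes risen on every probe. The Table S2 genes had a median ratio of 2.02 and a lowest of 1.18, with 27 of at least 2, and the selected genes had median IP/T ratios of 1.27 and 3.99. TBRG1 probe 1 had an EV IP/T ratio of 0.872 and a signal of 318, probe 2 IP/T ratios of 1.25 and 2.86 and a signal of 103. Followed by loess and Aquantile, the same correction gave 884, 244 and 61 IP-enriched probes in EV-ST486 and 1254, 331 and 90 in miR-155-ST486 cells, 3 mirror-image probes, 20 risen and 0 fallen probes and 6 genes risen on every probe. Its median and lowest ratios of the Table S2 genes were 2.18 and 1.31, with 31 of at least 2, and the selected genes had median IP/T ratios of 1.27 and 3.87. The signal of TBRG1 probe 1 was 306, that of probe 2 was 102, the IP/T ratios of probe 2 were 1.17 and 3.15, and the total-fraction change was -0.27.

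Without the offset, the corrected normexp with quantile normalization gave 135 probes with an EV IP/T ratio of at least 8, 465 and 127 with a miR-155 IP/T ratio of at least 4 and 8, 11 mirror-image probes, 28 fallen probes below the threshold and 7 genes risen on every probe. The median and lowest ratios of the Table S2 genes were 2.43 and 1.37, with 35 of at least 2. The selected genes had median IP/T ratios of 1.40 and 5.68, with 3 past both thresholds and 4 kept. TBRG1 probe 1 had an EV IP/T ratio of 0.841 and a signal of 251, probe 2 IP/T ratios of 1.50 and 5.56 and a signal of 46.7, and the total-fraction change was -0.35. With loess and Aquantile in its place there were 148 probes with an EV IP/T ratio of at least 8, 6 mirror-image probes and 61 risen probes below the threshold. The lowest ratio of the Table S2 genes was 1.67, the median IP/T ratios of the selected genes were 1.48 and 7.15, the miR-155 IP/T ratio of TBRG1 probe 1 was 1.05 and its signal 241, probe 2 had IP/T ratios of 1.47 and 7.15 and a signal of 44.9, and the total-fraction change was -0.41. Apart from what the offset does, the cause of these changes was not tested.

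The filters moved mostly the counts of probes. Among probes detected in all 8 channels there were 146 probes with an EV IP/T ratio of at least 8, 0 mirror-image probes, 51 risen and 4 fallen probes below the threshold and 7 genes risen on every probe. The medians of the 4 selected genes that remained were 2.20 and 10.7, and the total-fraction change was -0.26, on fewer probes by construction. With no detection filter there were 125 miR-155-specific and 71 mirror-image probes, 190 risen and 154 fallen probes below the threshold. Without the filter on dye differences there were 105 miR-155-specific and 370 mirror-image probes, 298 risen and 317 fallen probes below the threshold and 5 genes that fell on every probe, and the total-fraction change was -0.26. Of the probes past the thresholds in either direction, 71.6% rose in the main setting, against 22.1% without the filter on dye differences, 42.8% in the arrays with IP RNA in Cy3 alone, 91.4% without quantile normalization and 100% among probes detected in all 8 channels. Under the normexp settings this share lay between 83.3% and 100%. All 27 mirror-image probes of the main setting were undetected in the Cy5 labelling of the EV total fraction, so requiring all 8 channels removes each of them. Without the filter on dye differences, the arrays with total RNA in Cy5 alone gave 157 miR-155-specific and 1419 mirror-image probes. Those with total RNA in Cy3 alone gave 186 and 190, so the reversal lay mostly in the former arrays. Its cause was not tested further.

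Without quantile normalization all kept probes had a median total-fraction change of 0.44 on the log2 scale, and relative to it that of the Table S2 genes was -0.29. In that setting there were 8 mirror-image probes and 30 fallen probes below the threshold, the lowest ratio of the Table S2 genes was 1.83, the selected genes had median IP/T ratios of 2.08 and 10.0 with 5 of them kept, and TBRG1 probe 1 had a signal of 853. With the arithmetic mean of linear signals the lowest ratio of the Table S2 genes was 1.96. When the 4 total channels were normalized alone the total-fraction change was -0.21. In the authors' deposited normalized values 13 probes below the threshold fell. With a miR-155/EV ratio of at least 1.5 there were 196 miR-155-specific and 167 mirror-image probes, and with a ratio of at least 3 there were 19 and 1. A ratio of at least 2 in each dye orientation left 5 mirror-image probes. The cause of these changes was not tested.

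With the arrays of a single dye orientation, the number of miR-155-specific probes lay between 93 and 101 and that of mirror-image probes between 41 and 135. The risen probes below the threshold numbered between 150 and 252 and the fallen ones between 159 and 160, and between 9 and 15 genes rose and between 0 and 3 fell on every probe. The median ratio of the Table S2 genes lay between 2.52 and 2.61, the lowest between 1.60 and 1.66 and the total-fraction change between -0.25 and -0.23. Leaving out the averaging over labellings by construction leaves more noise in each ratio.

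The miR-155/EV ratios of 36 named probes were followed over the alternatives, as far as a setting kept them. With the authors' values 0 of 29 crossed a 2-fold change in either direction. Among probes detected in all 8 channels 0 of 22 did, and with detection in at least 5 channels 0 of 34. With no detection filter, no filter on dye differences, outlier spots left out or arithmetic means 0 of 36 did. Without quantile normalization 2 crossed it and 26 did not. With total RNA in Cy3 alone 3 of 36 crossed it, and with IP RNA in Cy3 alone 5 of 36. With normexp and quantile normalization 20 crossed it and 16 did not, and with normexp and loess 17 did and 13 did not. With high local backgrounds replaced between 9 and 15 crossed it and between 20 and 24 did not. Of the 13 genes named as rising on every probe, MARK2, not among these probes, no longer did so with arithmetic means. PHC2 no longer did so with the authors' values and with no detection filter. CSNK1G2, GYG1 and TRIM32 were no longer among such genes without quantile normalization. With total RNA in Cy3 alone 12 of the 13 remained, and with IP RNA in Cy3 alone 8. Among probes detected in all 8 channels 7 remained, and under the normexp settings between 1 and 6. Values of at least 2-fold of the probes followed passed to the other side of 1 only under normexp settings. The EV IP/T ratio of MEFV was 0.997 with normexp and quantile normalization and 0.996 with normexp and loess, and with high local backgrounds replaced it was 0.991 and 1.00 with the offset and 0.995 with loess and no offset. FBXO10 rose under the 3 loess settings, with a miR-155/EV ratio of 1.57, of 1.41 with high local backgrounds replaced and of 1.19 with no offset in addition. The miR-155/EV ratio of ATP2B4 was above 1 under all of the normexp settings, at 1.01 and 1.01, at 1.02 and 1.04 with high local backgrounds replaced, and at 1.08 and 1.06 with no offset in addition, and its EV IP/T ratio was 0.985 in the quantile-normalized one of the latter. With normexp and loess SYTL2 had a ratio of 1.03 and a GYG1 probe one of 0.959. MEFV, ATP2B4 and SYTL2 were each detected in 5 of the 8 channels. The cause of these reversals was not tested. The signal over background limits all of these values: 12072 of the 15529 probes kept were detected in every channel, and 2068 were not detected in the Cy5 labelling of the EV total fraction.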

Differences from the paper's values

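VAMP3 and the normexp settings with high local backgrounds replaced were chosen only after the values were seen, and no other tests in this part were. Of the 83 values that the paper or its Table S1, Table S2 or figures give for these arrays and that were also computed here, none differed more than 1.5-fold in the main setting. The paper's values are 14453 probes kept and 64 miR-155-specific probes in 54 genes, 3.5% of the enriched probes. The values here are 15529, 68, 58 and 3.60%. The authors' deposited log2 values hold 14453 probes and gave 63 probes in 54 genes (3.45%). In Fig. 2D the normalized signal of TBRG1 probe 1 is about 1000 and the normalized signal of TBRG1 probe 2 about 130, read by eye, against 1004 and 129.6 here, and the miR-155/EV ratio of probe 2 is about 5.6 in Fig. 2E, read by eye, against 5.38 here.

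VAMP3 is a miR-155-specific gene in the paper's Table S2 and is not one here, because its EV total labellings differ by 1.00 on the log2 scale, just past the limit. Its miR-155/EV ratio was 2.54. It was past both thresholds with the authors' deposited log2 values, without the filter on dye differences, without quantile normalization and with outlier spots left out. It was also past them with 3 of the normexp settings with high local backgrounds replaced, which were chosen after seeing the values: loess and Aquantile with or without the offset, and quantile normalization without it.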

Other observations

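The tests of dim probes, of slides, of selection and of a shift of all total-fraction signals in this part were chosen, or changed, only after the result was seen; those of dye labelling noise and of a general loss of other transcripts were set before.

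The 27 mirror-image probes, which met the thresholds with the vectors exchanged, were led by MEFV (EV/miR-155 ratio 3.37), FBXO10 (2.78), BC009786 (2.77), ATP2B4 (2.65) and SYTL2 (2.55), each as the mean of the labellings. A general loss of other Ago2-bound transcripts in miR-155-ST486 cells stays open: the median log2 miR-155/EV ratio was 0.032 in the 1401 probes that had a mean IP/T ratio of at least 2 and were detected in all 8 channels, but the normalization centres such values, so this does not decide. Dim probes near background and dye labelling noise are candidate explanations: 0 of the mirror-image probes lay above the median signal of the kept probes, against 35 of the 68 miR-155-specific ones, and 5 of them passed a ratio of 2 in each dye orientation. All 27 were undetected in the Cy5 labelling of the EV total fraction, as were 2068 of the 15529 probes kept. In the simulated data, noise alone gave 23 (between 14 and 30) mirror-image probes when shared by the channels of a spot and 38 (between 29 and 53) when drawn for each channel alone. A slide difference cannot be told apart from a difference between the vectors, since 0 slides hold both. No biological explanation was tested.

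In the total fraction, the 53 Table S2 genes had a median log2 change of -0.21 between EV-ST486 and miR-155-ST486 cells, against 0.017 in all kept probes, and 43 of them fell. The median was at the 0.01st percentile of matched random lists, whose medians lay between -0.099 and 0.13. It was -0.23 in the Cy3 and in the Cy5 labelling. The genes were picked on these samples, and a total signal that is low by error in miR-155-ST486 cells raises the ratio they were picked on. Selection on the same labelling remains a candidate explanation. Probes picked in one dye orientation also fell in the labellings not used to pick them, by medians of -0.12 (54 of 93 probes fell) and -0.14 (64 of 101), but the filter on dye differences ties the labellings of a sample to each other, and without it the medians were 0.17 (186 probes) and -0.055 (157 probes). Selection on the same RNA sample stays open too, since without that filter mirror-image probes had medians of 0.30 and 0.028 in the labelling not used to pick them, which does not decide. Without quantile normalization the signals of the Table S2 genes rose, by a median of 0.16, and those of all kept probes by 0.44. A shift of all total-fraction signals alone is argued against by the difference between the medians in that setting, -0.29. A slide difference cannot be told apart from a difference between the vectors, since 0 slides hold both. A loss of bound transcripts in miR-155-ST486 cells stays among the open explanations, as untested.

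For genes named in advance that are not part of Table S2, the IP/T ratios in EV-ST486 and miR-155-ST486 cells were 22.8 and 23.3 on one SOCS1 probe and 14.1 and 14.4 on the other, 5.40 and 5.32 on one MYC probe and 0.45 and 0.47 on the other, and 0.65 and 0.63 on the GAPDH probe, as means of the labellings. Over the alternatives their miR-155/EV ratios lay between 0.80 and 1.20 and between 0.996 and 1.41 for SOCS1. They lay between 0.90 and 1.51 and between 0.89 and 1.21 for MYC, and between 0.91 and 1.23 for GAPDH. The IP/T ratios of SOCS1 depended more on the processing. Their lowest values in EV-ST486 and miR-155-ST486 cells were 9.27 and 9.68 on the first probe. On the second probe they were 1.83 and 1.83, below the threshold of 2. The lowest values of the first MYC probe were 3.30 and 4.75. The probe of MIR155HG, the host gene of miR-155, was not well above background in EV-ST486 cells, and its signal in miR-155-ST486 cells was at least 1.40-fold higher in the total and at least 1.37-fold higher in the IP fraction.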
